A study of Salmonella enterica subsp. enterica serovar Typhimurium with 4 samples. Its data were reported in "Broad-scale redistribution of mRNA abundance and transcriptional machinery in response to growth rate in Salmonella enterica serovar Typhimurium" (2017).

How the data were processed

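Transcript levels of *Salmonella enterica* serovar Typhimurium strain SL1344 were measured on 4 two-colour Agilent arrays, 2 from cultures in exponential phase and 2 from cultures in stationary phase. Per the labels, cultures were grown in Lennox broth to an OD600 of 0.2 for the exponential samples and of 2.0 for the stationary samples, and each array held a separate biological replicate. Complementary DNA made from total RNA by random priming was labelled with Cy3, and sonicated genomic DNA of the same strain was labelled with Cy5 and served as a common reference. The cDNA was double stranded, so the arrays do not tell the strands of a transcript apart. No dyes were swapped, so a dye effect common to all arrays remains in the levels of a gene and cancels in its change between phases.

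Per the file headers, the authors scanned the arrays and read them with Feature Extraction 10.5.1.1. The deposited scanner files give, for each spot and channel, the intensity of the spot and of its local background, and an intensity from which the software had subtracted the background. The deposited log10 ratio is that of Cy5 over Cy3 after the linear and lowess dye normalization of the software. Flags of 0 or 1 per spot, which are neither intensity nor ratio, are deposited too and mark spots well above background, saturated spots and outliers. The table of processed values that the authors deposited holds log2 ratios. When set against the scanner files, these equalled the log2 of background-subtracted Cy3 over background-subtracted Cy5 plus a single constant per array, between 5.79 and 6.59, with no further normalization.

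Each array held 15738 spots, of which 15202 were not controls. Names of the form SL followed by a number marked 12485 probes of chromosomal genes, and 556 probes belonged to genes of 3 plasmids. Control spots and spots with an outlier flag in either channel were left out. In the main setting, 50 was added to the background-subtracted signal of each channel, with negative signals set to 0 first, and the log2 of Cy3 over Cy5 was taken. Each array was centred on the median of its gene probes, and the probes of a gene were averaged. Values on all 4 arrays were obtained for 4707 genes, of which 4498 were chromosomal. No loess was applied in the main setting, because the reference is genomic DNA at a near constant level, so that the log ratio rises with brightness through expression itself.

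This background step departs from the plan. The correction fixed before the data were examined was normexp with an offset of 50 on the mean spot signal, a column not used here. Normexp was run on the median spot signal instead, and was replaced as the main setting after the gene counts and domain shares under it and under the other settings had been seen. The reason was the genomic DNA channel. Normexp reduced the SD of log2 Cy5 over gene probes to 0.0822 and 0.0196 on the exponential arrays, against 0.354 and 0.422 on the stationary arrays, whereas it lay between 0.377 and 0.428 on all 4 arrays after plain subtraction. Such a step would have left probe differences in the reference in the ratios of the stationary arrays but not of the exponential arrays. Some values under normexp are given beside the main ones, and others in the closing section.

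The files give neither coordinates nor gene symbols for the SL names, and they do not pair the IDs with names. The study's text names SL3381 as rplQ and SL3408 as rpsJ, and no other SL gene is named here. Genes were placed on the chromosome by their number, evenly spaced from the first to the last, 4527. The chromosome was divided into 6 domains of equal length as in the study, with the Ori domain centred on the origin of replication and NSR, Right, Ter, Left and NSL following it. Positions and domain limits are therefore approximate. The list of domain limits in the study's supplement is not used here. It had been used in a first pass over these data and was then replaced by even spacing, a choice made after results had been seen; the closing section says which call this moved.

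Genes were compared between phases with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The replicate number was not a covariate. For the share of transcript output, gene values were turned to the linear scale and scaled to the same sum per array over the chromosomal genes, and the shares of a domain or of the 28 rps-rpl genes from SL3381 to SL3408 were compared with an exact two-sided permutation test over the 6 splits of the arrays. The smallest p this test allows with 2 arrays against 2 is 0.333, so no share can pass a threshold of 0.05. The genes of each domain, and the rps-rpl genes, were tested as sets with camera at a preset inter-gene correlation of 0.01, with fry and with camera at an estimated correlation beside it. The change of a gene was set against its distance from the origin with Spearman's rho across genes, which are not independent replicates. Its p came from 10000 circular shifts of the changes around the chromosome. Where a replichore, an arm from origin to terminus, was tested alone, the shifts wrapped within it.

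Of the gene sets listed by symbol before the data were examined, 5 were not analysed here because symbols could not be matched to the IDs, and the same holds for 9 of the 11 genes to be named whatever their values. The remaining genes to name were those with at least 2 probes, an adjusted p under the threshold, no overlap between the arrays of the phases and most probes well above background on every array, taken in order of the size of the change and skipping genes within 5 kb of each other. The rule asked for more genes in each direction. Since the IDs carry no names, only the first 2 of each are given. The single gene with the highest level in each phase is given without its ID.

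The arrays shared a slide and a scan, so neither can be tested as a batch. Slide positions separate the phases, and position and phase cannot be told apart. The number of arrays limits the precision. The steps were tested on data simulated from the mean and spread of each of the 4707 genes for stationary against exponential arrays. Of 200 genes changed by 2 on the log2 scale, limma called 77.5%, with 4.32% of calls false, and it called 0 genes where nothing had been changed. On the 4498 chromosomal genes of the same simulated comparison, camera recovered a domain raised as a whole, and the circular shift gave a p of 0.0025 with a gradient of rho 0.831, far stronger than in the data, of 0.0297 with a gradient of rho 0.187 and of 0.946 without. Genes were simulated independently, so these values do not cover neighbours that change together.

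The alternatives tried were other background corrections, loess, quantile normalization, the log ratios of the scanner software, the authors' processed values, Cy3 alone, scaling to a common sum, the median over probes, the arithmetic mean of ratios, a filter on dim probes, every probe summed, leaving out the rps-rpl genes, other settings of the fit and of the set tests, the replicate number as a block, and leaving out each array in turn. Normexp as the alternative to the main setting, leaving out the 1% of genes with the highest level, and fry on the scale of equal sums were added after the data had been seen.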

Results

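The transcriptome of SL1344, a mouse-virulent laboratory strain of serovar Typhimurium, was measured in 2 growth phases with 2 arrays each. The level of a gene is the log2 ratio of its cDNA signal to its genomic DNA signal, relative to the median of its array. The median background-subtracted Cy3 signal of gene probes was 631 and 929 on the exponential arrays and 691 and 509 on the stationary arrays. The genomic DNA channel was far brighter and more even, with medians between 54480 and 57759. Between 99.6% and 99.8% of gene probes were well above background in Cy3, and 0 spots were saturated. Outlier flags removed 122 and 10 of 13041 gene probes on the exponential arrays, and 6 and 806 on the stationary arrays. Replicate spots of the same probe, 15 each for 60 probes, had a median SD between 0.12 and 0.16 on the log2 scale.

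Background was also read from 263 probes named for another serovar that gave almost no genomic DNA signal, under 0.0625 of the median gene probe on every array. Their median Cy3 signal lay between 36.5 and 73.7, well below that of the gene probes. The software nevertheless marked between 59.3% and 71.9% of them as well above background, so this flag is a lenient limit on these arrays.

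Replicate arrays correlated across the 4707 genes with a Pearson's r of 0.974 in exponential phase and 0.968 in stationary phase. Arrays of different phases correlated with an r between 0.587 and 0.633. Genes are not independent replicates, and these values describe the arrays.

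The first comparison asked which genes differed in level between the phases. With limma and Benjamini-Hochberg adjustment, 2574 of 4707 genes had an adjusted p under 0.05. Of these, 1199 were higher and 1375 lower in stationary phase, and 1768 changed at least 2-fold. The arrays of the phases did not overlap for 3791 genes, where chance alone gives 33.3%. With the normexp correction that had been planned, 2646 genes passed, and 2355 genes passed under both. Loess within each array moved the count most, to 0 genes, with 458 genes at an unadjusted p under 0.05. The split into higher and lower depends on the scale. When each array was scaled to the same sum of output, every log2 change rose by 0.48. The share of called genes that were higher then went from 46.6% to 69.9%. Both scales are relative to the genes of an array, so a fall of total mRNA would show on neither. The study described such a fall towards stationary phase, from sequencing. Higher here therefore means higher relative to other genes.

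**Figure D1:**
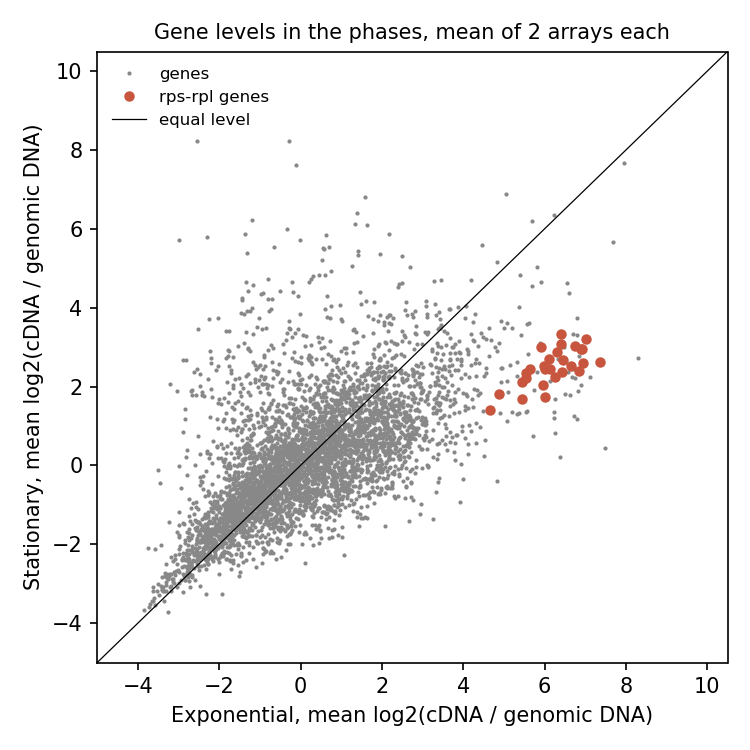
Each point is a gene, with its mean log2 ratio of cDNA to genomic DNA over 2 exponential arrays on the horizontal axis and over 2 stationary arrays on the vertical axis; the line marks equal levels and the coloured points are the 28 rps-rpl genes. All 28 lie below the line in this setting, with log2 changes from -4.74 to -2.91.

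Under the naming rule, SL1660 and SL1059 rose most. The log2 level of SL1660 went from -2.98 ± 0.23 (SD, n = 2) to 5.72 ± 0.74 (SD, n = 2), a log2 change of 8.70 (SE 0.35, limma adjusted p 1.15e-05). Its 2 probes gave a Cy3 signal of 47.7 and 79.2 on the exponential arrays, inside the range of the probes without a target, so the size of this rise is set by the background and by the added 50. SL1059 went from -0.10 ± 0.06 (SD, n = 2) to 7.63 ± 0.18 (SD, n = 2), a log2 change of 7.74 (SE 0.20, limma adjusted p 1.01e-05). Its probes gave a Cy3 signal of 409 and 555 on the exponential arrays. That is above the medians of the probes without a target there, 36.5 and 73.7. It is below their 95th percentiles of 884 and 3621, so background may bound this rise too. With normexp the order of these genes was the other way round, with log2 changes of 7.96 for SL1660 and 8.11 for SL1059. SL0044 and SL3694 fell most. SL0044 had a log2 change of -7.04 (SE 0.35, limma adjusted p 1.58e-05), and SL3694 of -5.62 (SE 0.21, limma adjusted p 1.01e-05). None of these 4 genes, nor SL3381 or SL3408, passed the threshold under loess. The gene with the highest level in exponential phase lay in the NSL domain, and that with the highest level in stationary phase lay in the Ter domain and rested on 1 probe.

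The next comparison asked how transcript output was distributed over the 6 chromosomal domains, and whether it followed gene dosage, which is higher near the origin in fast growth. In exponential phase NSL gave the largest share, 29.5% ± 0.372 (SD, n = 2), followed by Ori with 18.3% ± 1.03, Right with 14.8% ± 0.842, NSR with 14.5% ± 0.836, Ter with 12.4% ± 0.338 and Left with 10.6% ± 0.318. In stationary phase Ter gave the largest share, 26.6% ± 3.64 (SD, n = 2). It was followed by Right with 19.5% ± 0.563, NSL with 16.8% ± 1.74, Ori with 12.9% ± 0.470, NSR with 12.6% ± 0.255 and Left with 11.6% ± 0.613. The stationary arrays differed for Ter, at 29.2% and 24.0%, and both lay far above the exponential arrays, at 12.2% and 12.7%. For each domain the arrays of the phases did not overlap, and the exact permutation p was 0.333, the smallest this design allows. With normexp the Ter share went from 12.1% to 26.1%. Loess moved the change of the Ter share most, and under it the Ter share differed between phases by 0.450 percentage points.

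**Figure D2:**
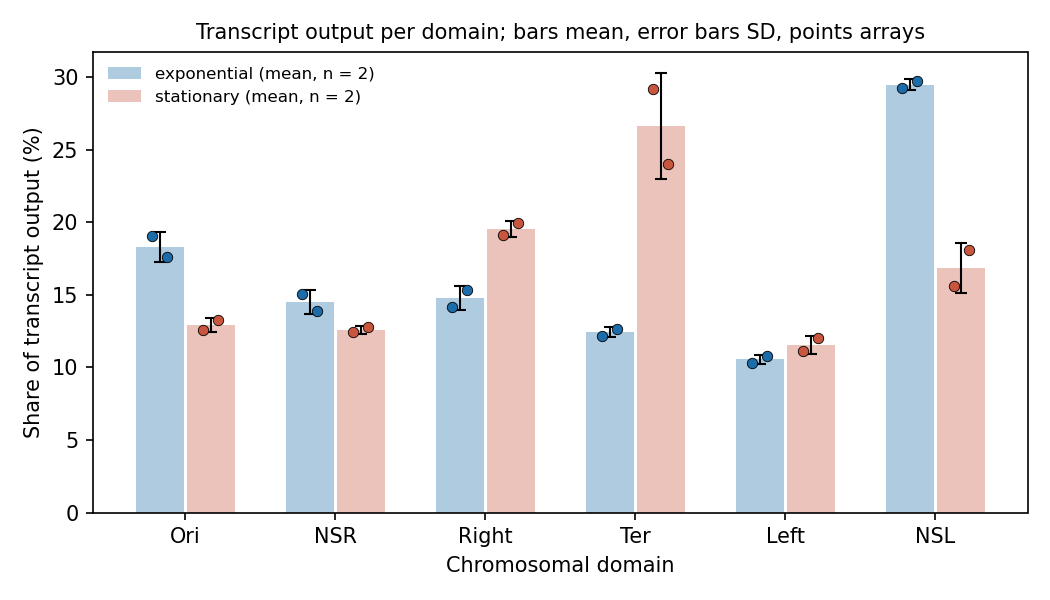
Share of transcript output in percent on the vertical axis for the 6 domains on the horizontal axis; bars are means of 2 arrays, error bars the SD and points the arrays. Ter went from 12.4% in exponential phase to 26.6% in stationary phase and NSL from 29.5% to 16.8%.

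Ter output was 2.31 ± 0.438 (SD, n = 2) times that of the adjacent Left domain in stationary phase, and 1.18 ± 0.00347 (SD, n = 2) times in exponential phase. Without the 1% of genes with the highest level in either phase, the stationary ratio was 1.39. Against Ori, Ter output was 0.680 ± 0.0568 (SD, n = 2) in exponential phase and 2.06 ± 0.357 (SD, n = 2) in stationary phase. The Left share was higher by 1.00 percentage points in stationary phase with all genes, and lower by the amount given in the closing section once the rps-rpl genes were left out, so it has no settled direction.

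The 28 rps-rpl genes gave 13.1% ± 0.985 (SD, n = 2) of all output in exponential phase and 1.37% ± 0.0257 (SD, n = 2) in stationary phase. Of NSL output they gave 44.5% ± 2.78 (SD, n = 2) and 8.17% ± 0.998 (SD, n = 2). The exact permutation p was 0.333 for each. All 28 were called lower in stationary phase by limma, with a median log2 change of -3.71, and 16 of them were among the 45 genes with the highest level in exponential phase, against 0 in stationary phase. SL3381 (rplQ) changed by -3.96 (SE 0.20, limma adjusted p 1.58e-05) and SL3408 (rpsJ) by -4.74 (SE 0.19, limma adjusted p 1.07e-05). As a set they were lower with camera (p 8.04e-17) and with fry (p 0.000544). With the inter-gene correlation estimated at 0.219, camera gave a p of 0.0695. Under loess and with the log ratios of the scanner software the direction of the set was reversed.

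Without the rps-rpl genes, the exponential shares were 21.1% for Ori, 18.8% for NSL and 14.3% for Ter, and the stationary shares were 13.1%, 15.7% and 27.0%. The Ter share was the highest in stationary phase with and without these genes.

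On the log2 scale, where strong genes do not dominate, the genes of Ter shifted upwards relative to all others (camera adjusted p 0.000971 over the 6 domains) and those of Ori downwards (camera adjusted p 0.0036). The median log2 change was 0.42 in Ter, 0.15 in Left, 0.13 in Right, -0.04 in NSR, -0.08 in NSL and -0.35 in Ori. On the scale of equal sums each of these is higher by 0.48, which leaves their order as it is and makes every one of them positive. The shifts of NSR, Right, Left and NSL did not pass the threshold with camera. Under fry the calls for Ter and Ori held, with adjusted p of 0.0359 and 0.0489, but fry depends on the centring of the arrays, and on the scale of equal sums the call for Ori was lost and its direction reversed (adjusted p 0.698). With an estimated correlation neither held, and the adjusted p was 0.643 for both.

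Change and distance from the origin were related across the 4498 chromosomal genes, with a Spearman's rho of 0.225. A share of 0.0427 of 10000 circular shifts gave a rho as large, close to the threshold, and the placement of the genes by number is approximate. With normexp the rho was 0.217 and the share 0.0086. Loess moved this most, to a rho of 0.0866 with a share of 0.0989.

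**Figure D3:**
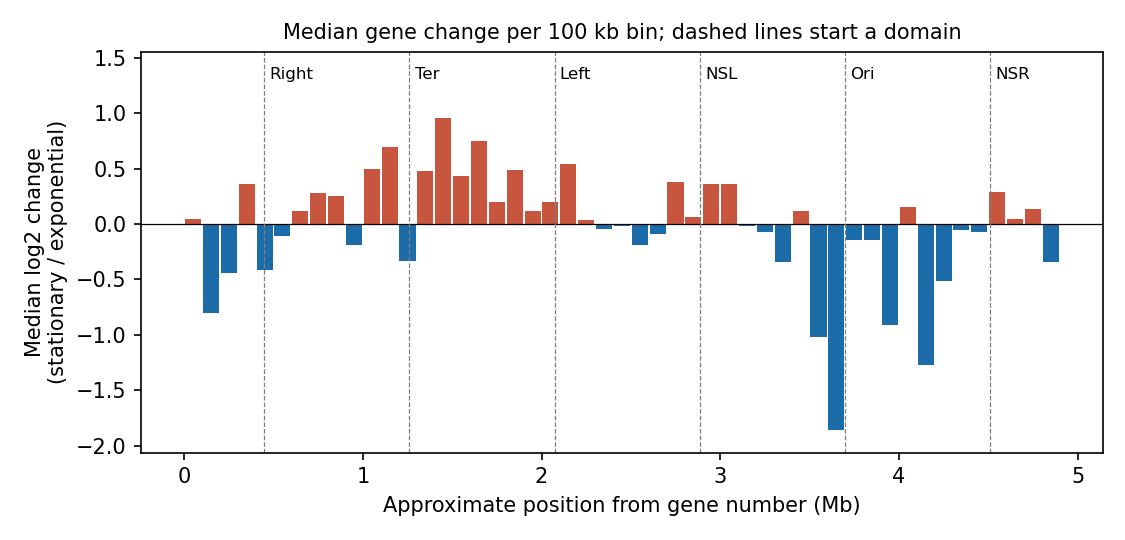
Median log2 change of stationary over exponential phase per bin of 100 kb on the vertical axis against the approximate position in Mb on the horizontal axis, with dashed lines where a domain starts. Bins around Ter lie mostly above 0 and those of Ori mostly below it, with domain medians of 0.42 and -0.35; on the scale of equal sums all bins move up by 0.48.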

Values the study reported

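The study named its late exponential samples by an OD600 of 0.3 and its early stationary samples by an OD600 of 2.0. From RNA sequencing at the first late exponential time point, it reported that the 28 rps-rpl genes gave 19 % of transcripts from protein-encoding genes and 58 % of the transcripts of the NSL domain. It described Ori and Ter output as alike in exponential growth, Ter output in stationary phase as more than double that of Left, and Left as the domain with the least output throughout.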

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

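The tests in this part were chosen after the result had been seen. The report's comparisons use gene probes, whereas the arrays also carry probes for 137 features with names of small RNAs, taken as a list after the names, and some of the values, had been seen. The percentile and the counts of calls given here are therefore not independent of that choice. These gave signal in data that no comparison used: 40.1% of them exceeded, on every array of a phase, the 95th percentile of the probes without a genomic target. The share of those probes themselves, 4.56%, is small by construction, since they set the limit. Of genes, between 15.3% and 45.5% exceeded it on single arrays, so such a share is not special to small RNAs. The median log2 change of the small RNA features from exponential to stationary phase was 0.43, against 0.06 for all genes. With limma, 56 were called higher and 25 lower in stationary phase. Their sum, in units where the chromosomal genes of an array sum to 1000000, went from 171649 ± 11512 (SD, n = 2) to 393561 ± 72766 (SD, n = 2), with an exact permutation p of 0.333, the smallest possible.

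Expression level alone did not account for this: the median change lay at percentile 100 of 10000 gene lists matched on level, whose middle range ran from -0.34 to 0.16. A few bright features made up most of the rise of the sum, but not all of it. Without the 10 features in the top 5% of either phase, the rise of 221912 fell to 36506, from 24310 ± 336 (SD, n = 2) to 60816 ± 2165 (SD, n = 2). With the top 1, 2, 10 or 20% of either phase left out instead, the rise was 191996, 109290, 18327 or 6879, each time more than 2 times the spread between replicates. Without the 10 brightest in stationary phase alone the sum changed by -9005, but that choice itself favours a fall. The rule for leaving features out was changed after values under earlier rules had been seen. The sum is relative to gene output, so it would rise as well if total gene output fell. Position on the slide cannot be told apart from phase, and signal from genes next to or opposite a small RNA was not tested, since the double-stranded cDNA does not separate strands. On these arrays alone, a shift towards small RNAs in stationary phase stays a hypothesis. The study did report such a shift as growth stopped, from RNA sequencing, together with a large fall of mRNA across the genome. The features did not move alike: ryeB changed by 6.26 (SE 0.24) and csrC by 3.37 (SE 0.27) on the log2 scale, and spf by -5.92 (SE 0.33). These 3 were picked after their values were seen.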

How the results depend on the processing

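Normexp, leaving out the top 1% of genes and fry on the scale of equal sums were the alternatives chosen after seeing the data; the others had been listed. Normexp itself was the background correction fixed beforehand and lost that place after its results had been seen. Changes under it and under the main setting had a Spearman's rho of 0.971 across genes. It moved no call of the domain, set, distance and named-gene results, while single genes gained and lost calls. Under it the rps-rpl share changed by -12.6 points of all output, the Ter to Left ratio in stationary phase was 2.23, the Ter to Ori ratio in exponential phase was 0.624, and the share of circular shifts for distance was 0.0086. The placement of genes did move a call. With the domain limits of the study's supplement, which were used in a first pass and are not used here, the share of circular shifts for distance from the origin lay just above 0.05, and with even spacing it is 0.0427. That call should be read as undecided.

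Loess within arrays changed more results than any other alternative. The SD of gene levels fell from between 1.55 and 1.88 to between 0.56 and 0.60 under it, since brightness and expression go together when the reference is even; that construction removes most of the signal. It gave 0 called genes and 0 of at least 2-fold, a Ter to Left ratio of 0.969 in stationary phase, a Ter to Ori ratio of 0.958 in exponential phase, adjusted p of 0.630 for Ori and 0.315 for Ter, and a rho of 0.0866 with distance. The rps-rpl share then rose by 0.142 points of all output and by 0.861 points of NSL, with a set p of 1.68e-07 in the upward direction, while the 6 named genes kept their direction and lost their calls. The log ratios of the scanner software, which hold a lowess step, gave 1342 called genes, 127 of at least 2-fold, ratios of 1.07 and 0.910, rises of the rps-rpl share of 0.0782 and 0.562 points, and a set p of 0.0224 in the upward direction.

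With Cy3 alone the Ter to Ori ratio in exponential phase was 0.612. With every probe of a domain summed in place of gene means, the Ter to Left ratio in stationary phase was 1.59; no intergenic probes were told apart by name, so this used the probes of SL genes. Without the top 1% of genes the ratios were 1.39 and 0.760. Without the rps-rpl genes the Left share changed by -0.438 points in place of a rise. The cause was not tested for these. Scaling to equal sums put 69.9% of called genes higher. Under fry the NSL shift passed the threshold, with an adjusted p of 0.0489. Camera with an estimated correlation gave an adjusted p of 0.643 for Ori and for Ter and a p of 0.0695 for the rps-rpl genes. Fry, which uses no preset correlation but tests a set on its own, so that its direction depends on the centring of the arrays, gave adjusted p of 0.0359 for Ter and 0.0489 for Ori and a p of 0.000544 for the rps-rpl genes. On the scale of equal sums it kept Ter (adjusted p 0.00604) and the rps-rpl genes (p 0.000369), reversed the direction of Ori (0.698), NSR (0.0762) and NSL (0.255) without a call, and called Right and Left higher (adjusted p 0.0352 for each).

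Over the 18 alternatives for domain shares, the Ter share rose by between 0.450 and 16.7 points and the NSL share changed by between -13.9 and -0.169 points, so both kept their direction. Leaving out each array in turn gave between 1995 and 2328 called genes and changed no direction and no call of the domain, set, distance and named-gene results; with 1 array left in a phase, its spread is assumed to be that of the other phase. The permutation test cannot pass its threshold here and says nothing about stability.

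With the replicate number as a block, 2516 genes were called, of which 2455 were also called without the replicate block. Arrays with the same number did not deviate together, with a correlation across genes of 0.0358, so the numbers do not pair the arrays. A block for slide or scan was not run, since the arrays shared them, and a filter on saturated spots removed nothing and gives no value.

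Signal over background limits the low end. Only between 15.3% and 45.5% of genes exceeded the 95th percentile of the probes without a target, which a few bright probes among them set, and large rises from such levels are bounded by background.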

Other observations

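Apart from the ratio that tests dye bleed-through in genes that rose and fell, and its limit, the tests in this part were chosen, or repeated with another placement of the genes, after the results had been seen.

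The rise of the Ter share in stationary phase was not the work of a few genes alone: without the 1% of genes with the highest level in each phase it was still 8.08 percentage points. The 45 genes with the highest level held 29.8% of output in exponential phase and 25.5% in stationary phase, and 14 of those in stationary phase lay in Ter against 2 in Left. The reference channel was not needed for it either, since Cy3 alone gave a rise of 14.9 points. Arrays at different slide positions within a phase differed in the Ter share by at most 5.15 points, but an effect shared by neighbouring positions cannot be told apart from phase, since positions were not mixed between phases. Leaving out these genes, Left was no longer the domain with the lowest share: in exponential phase Ter gave 13.1% and Left 14.5%, and in stationary phase Ori gave 13.4% and Left 15.2%.

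The median change between phases rose from Ori, through NSL and NSR, then Right and Left, to Ter, with 0.77 on the log2 scale between Ori and Ter. A trend in the reference channel does not account for this, since the change in Cy3 alone had a rho of 0.222 with distance. The change in Cy5 had one of 0.071, with a circular shift p of 0.0262. The reference thus followed distance too, but weakly, with a slope of 0.0236 log2 per Mb against 0.516 for Cy3. A circular shift p under the threshold is therefore not peculiar to the cDNA channel. Both replichores showed the rise of the change with distance, with rho of 0.266 (circular shift p 0.0004) and 0.184 (circular shift p 0.0265), the second being the smaller. These shifts wrapped within a replichore of 2249 genes, which joins its origin end to its terminus end. Their p values thus have another reference than the 0.0427 for the whole chromosome and cannot be set against it. Such a rise is what a loss of extra copies near the origin on leaving fast growth would give, so gene dosage may contribute. The study, which looked at output within each phase, concluded that it did not follow dosage. It proposed that longer-lived Ter mRNA may offset dosage in fast growth. The levels within each phase were less clear. The exponential level had a rho of -0.113 with distance (circular shift p 0.11), the direction that dosage predicts but short of the threshold. The stationary level had a rho of 0.0653 (circular shift p 0.0192), a rise that a loss of extra copies alone would not give. What stays open is chance placement of co-regulated neighbours, since a share of 0.0427 of circular shifts lies close to the threshold and 14 of 15 alternatives fell under it, and the weight of strongly switched genes. Some values go with the weight of strongly switched genes. The shares of genes changed at least 2-fold would give 0.50 of the 0.77, and 0.61 on the scale of equal sums. Among the 2722 genes that changed under 2-fold, the rho with distance was 0.138 (circular shift p 0.129). That subset was chosen by the size of the change itself, so its weaker trend cannot decide the question. A difference of 0.27 between the medians of Ter and Ori was left beyond what the shares of genes changed at least 2-fold would give (bootstrap SD 0.08 over stretches of 100 kb and 0.06 over 200 kb). On the scale of equal sums 0.16 was left, more than 2 times its spread over stretches of 200 kb (bootstrap SD 0.07) and just short of that over 100 kb (bootstrap SD 0.08), where a smaller number of bootstraps had put it just past. Since a shift of a whole domain would change these shares too, the test can only exclude this explanation, and it falls narrowly short of doing so.

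The genomic DNA channel should be the same on every array, but it moved with the cDNA channel. Across genes the change in Cy5 between phases had a rho of 0.485 with the change in Cy3. Differences between replicates showed it too, with rho of 0.399 and 0.477, so these correlations alone do not tie it to phase. Variation between arrays that both channels of a spot share was not tested. Genes whose Cy3 rose by more than 4 on the log2 scale had a median Cy5 change of 0.42. Those that fell by as much had one of -0.45, so large changes may be somewhat understated by the ratio. Competition for the probe is excluded by the sign. A difference in gene copy number between the DNA preparations would be shared by neighbours whatever their expression, but the correlation of neighbours was 0.014 among genes with a Cy3 change under 2-fold, below the range of 0.050 to 0.116 in random subsets of that size. Bleed-through of the Cy3 dye in proportion to its brightness may be the cause, but Cy5 rose 1.00 units per Cy3 unit in genes that rose and 0.422 in genes that fell. Their ratio of 2.38 is not the equal yield it would give. In each of the 4 pairs of a stationary and an exponential array the yield was higher in genes that rose, by a ratio between 1.58 and 4.05, which goes against an equal yield. It is not excluded, since without scaling of Cy5 between arrays the lowest ratio was 1.43, inside the limit of 1.5 set beforehand.

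Probes of the 3 plasmids were brighter than chromosomal probes in the genomic DNA channel, by 0.32 ± 0.01, 0.61 ± 0.03 and 0.75 ± 0.10 on the log2 scale (SD over 4 arrays of the same reference). Bleed-through does not account for it, as the plasmids were dimmer in Cy3, the least so by -0.27. More plasmid than chromosome copies in the reference is a candidate explanation. Probe composition was not tested.

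In exponential phase Ter output here was 0.680 of Ori output. That is lower than the description quoted from the study above, which rests on sequencing.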
